A study of Mus musculus with 2 samples.

How the data were processed

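Droplet-based single-cell RNA sequencing was carried out on mononucleated cells of skeletal muscle from young and aged female mice 4 days after injury. Per the labels' protocols, muscle was digested enzymatically, living cells were sorted by Calcein blue uptake and exclusion of propidium iodide, and cells of 3 mice were pooled for each sample. Libraries were made with 10x Chromium 3′ chemistry. The deposited values were raw UMI counts per gene and cell barcode, written by Cell Ranger 4.0.0 per the file headers. A UMI (unique molecular identifier) marks 1 captured transcript, so that copies made by PCR are counted once. The lowest total per barcode was 500 UMIs in both files. The genome build, the annotation and the rule by which barcodes were called cells were not stated, so genes are given by the symbols and Ensembl identifiers of the files, without coordinates. The files listed 32285 genes.

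Each group held 1 library. There was therefore no test across samples, and no standard error, p-value or count of changed genes was computed from cells. All intervals are 95% intervals that cover counting error only. They leave out differences between mice, pools and library preparations. Those of CPM also leave out the spread between cells.

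Cells with at least 500 UMIs, at least 200 genes and at most 15% of UMIs from mitochondrially encoded genes were kept. Doublets were called with Scrublet in scanpy 1.11.5, separately for each library, and removed. Scrublet called 247 doublets (3.04%) in the young and 136 (2.22%) in the aged library. Kept cells of both libraries were clustered together without integration. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes and 30 principal components were used, and a shared-neighbour graph on 15 neighbours was partitioned by the Leiden method (igraph 0.11.9, resolution 1). Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.

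Clusters were named from marker genes of 16 classes fixed before the data were examined. A marker counted as detected in a cluster when at least 10% of its cells held it and its CPM was over 2 times that of the remaining cells. A cluster took the class with most detected markers, and needed at least 3. It stayed unnamed on a tie, when its 10 leading genes held more markers of another class, or when it was shallow and had no marker of the class among those genes. This naming rule replaced a mean log-fold score after the clusters had been seen, because the score called a monocyte cluster dendritic and a neutrophil cluster mast. Names carry the suffix "-like", since they were rebuilt from markers. FAP stands for fibro-adipogenic progenitor. A class was compared between libraries with at least 100 cells in each.

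UMIs were summed over the cells of a class and library and divided by their total to give CPM, with exact Poisson intervals. Ratios are log2((aged CPM + 1)/(young CPM + 1)). For each of 13 gene lists fixed before the data were examined, the median log2 ratio was taken over members with at least 10 CPM in either library. Its percentile was found among 10000 random lists of the same size matched on mean expression. This percentile describes these libraries and is not a test of the groups. Medians below the 2.5th or above the 97.5th percentile are called outside the middle 95%. Shares of cells carry exact Clopper-Pearson intervals, and log2 ratios of shares carry Katz intervals.

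Genes to be named were chosen by a rule set before the data were examined. They needed at least 20 CPM and 50 UMIs in the library where they were higher, and a CPM of at least 20.0% of their highest CPM over the named classes. They also needed the same direction under median-of-ratios scaling and in the mean of per-cell CPM. Mitochondrially encoded, ribosomal protein, haemoglobin, Gm-named and Rik-named genes were left out. The 5 largest ratios in each direction were taken in myogenic-, FAP/fibroblast- and monocyte/macrophage-like cells, and the 2 largest in T/NK- and dendritic-like cells. Members of the fixed lists were named as well, and those singled out within a list were chosen after their values were seen. Some genes that met the rule are not reported here and were not replaced by others.

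Shares of cells with a given transcript depend on depth, so each cell was thinned to 2000 UMIs and shallower cells were left out. The shares were first computed from a single random thinning. In that draw Myf5 was detected in 22.4% of young and 33.2% of aged myogenic-like cells, a log2 ratio of 0.57 (0.16 to 0.98). The ratio of a single draw was −0.05 with doublets kept and −0.09 with each library clustered alone. After these values had been seen, the share expected over all random thinnings was adopted as the measure, and the single draw is given as an alternative. On 300 simulated cells, 500 single draws ranged from 36.7% to 54.0% around an expected share of 45.5%.

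The expression steps were tested on simulated counts drawn from the means and totals of each class, over 32285 genes with 200 changed genes. The direction was right for 100.0% of changed genes in each of the 5 classes. These genes were drawn from those with at least 20 CPM and had large shifts, so this outcome was nearly assured. Poisson intervals held the true level for 94.6% to 95.4% of genes with at least 20 CPM. The totals were drawn from Poisson distributions, so this coverage followed from the simulation. It checks the computation and does not show whether the intervals cover the spread between cells. Of 100 simulated lists of 20 unshifted genes per class, 4.0% to 9.0% fell outside the middle 95%, and lists shifted by 0.3 on the log2 scale lay above the 97.5th percentile in 100.0% of cases.

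Alternatives covered the doublet and cell filters, the clustering, the denominators, the scaling, the pseudocount, the filter on low genes and the thinning depth. Gene list and gene comparisons planned for endothelial-like cells were not made, since that class had under 100 cells in each library. The mitotic subset of the G2/M list, and the expected share in place of the single draw, were chosen after the data had been seen.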

Results

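Transcriptomes of sorted mononucleated muscle cells were compared between 1 young and 1 aged library, each from 3 pooled female mice 4 days after injury. The question was how the cell composition and gene expression of regenerating muscle differ with age. The young library held 9202 barcodes and 75208040 UMIs, with a median of 5858 UMIs per barcode. The aged library held 7209 barcodes and 76479400 UMIs, with a median of 8416. More than 15% mitochondrial UMIs were found in 1075 young barcodes (11.7%) and 1072 aged barcodes (14.9%). After filtering and removal of called doublets, 7880 young and 6001 aged cells were kept, with medians of 6872.5 and 10124 UMIs. There were no replicates, so each difference below is a difference between these 2 libraries, and intervals cover counting error only. Xist was detected in 90.3% of young and 91.0% of aged barcodes, and the Y-linked genes Ddx3y, Uty and Eif2s3y had at most 2 UMIs each in either library.

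The first comparison asked which cell classes made up each library. T/NK-like cells made up 39.9% of young cells (3147 cells, interval 38.9% to 41.0%) and 22.8% of aged cells (1368 cells, 21.7% to 23.9%). The log2 ratio of these shares was −0.81 (−0.89 to −0.73). Monocyte/macrophage-like cells made up 26.7% of young cells (2107 cells) and 40.6% of aged cells (2436 cells), a log2 ratio of 0.60 (0.53 to 0.67). FAP/fibroblast-like cells took 13.5% of young cells (1066 cells) and 14.1% of aged cells (846 cells). Dendritic-like cells took 11.1% (874 cells) and 10.8% (651 cells), and myogenic-like cells 3.98% (314 cells) and 3.62% (217 cells). The log2 ratios of these last classes were 0.06 (−0.06 to 0.18), −0.03 (−0.17 to 0.11) and −0.14 (−0.38 to 0.10), so no difference was detectable at this depth. Of these log2 ratios, those moved most came from clustering each library alone. The log2 ratio became 0.65 for FAP/fibroblast-like, 0.40 for dendritic-like and 0.37 for monocyte/macrophage-like cells, whereas the T/NK-like ratio stayed between −0.86 and −0.76 under all alternatives. The shares of monocyte/macrophage-like cells themselves dropped to 19.4% of young and 30.5% of aged cells with doublets kept, with a log2 ratio of 0.65 (0.57 to 0.74). The plot of class shares gives the 5 compared classes.

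**Figure D1:**
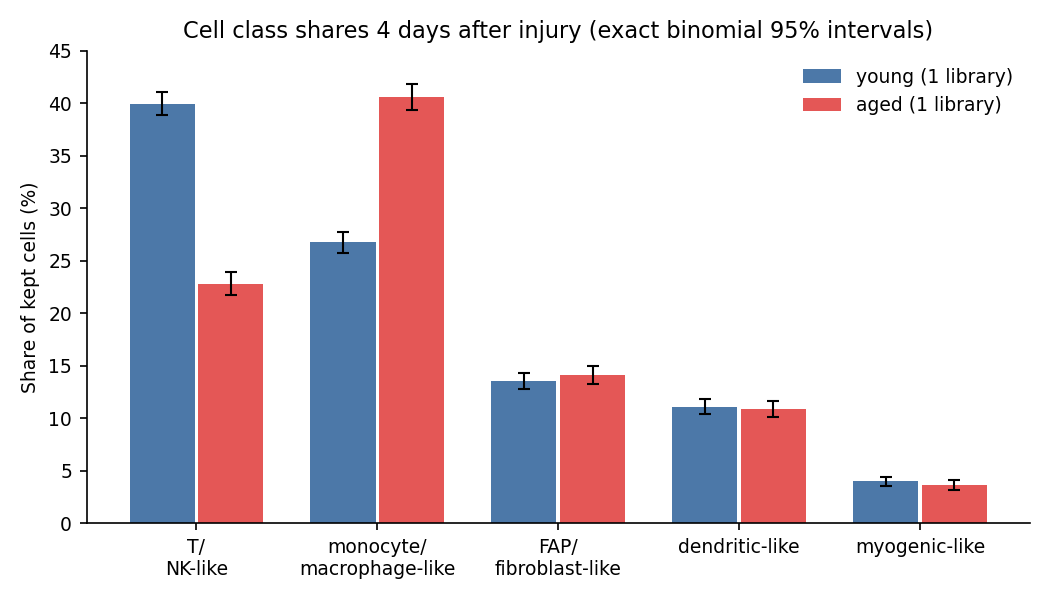
Share of kept cells (%, y axis) in 5 cell classes (x axis) of the young and the aged library; bars are the shares of 1 library each and error bars are exact binomial 95% intervals. T/NK-like cells fell from 39.9% to 22.8% and monocyte/macrophage-like cells rose from 26.7% to 40.6%.

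Smaller classes were not compared. Endothelial-like cells, in a cluster that also held mural markers, numbered 47 in the young and 46 in the aged library. Neutrophil-like cells numbered 21 (0.266%) and 64 (1.07%), in a cluster that also held mast/basophil markers. With Leiden resolution 2, neutrophil-like cells numbered 10 young and 55 aged, and mast/basophil-like cells 11 young and 9 aged. Clusters that stayed unnamed held 304 young cells (3.86%) and 373 aged cells (6.22%), most of them in a pair of shallow clusters. An unnamed cluster of 37 young and 45 aged cells was led by Mmp9, Ctsk, Acp5 and Dcstamp.

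Expression was then compared within each class, to ask which programmes differed between aged and young cells of one kind. Among genes over 10 CPM, the 5th and 95th percentiles of the log2 ratio were −0.42 and 0.44 in myogenic-like cells (8391 genes), −0.30 and 0.25 in FAP/fibroblast-like cells (7979 genes), and −0.22 and 0.21 in monocyte/macrophage-like cells (7133 genes). Median-of-ratios scaling shifted the ratios by less than 0.1 in every compared class.

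In myogenic-like cells, the S phase list had a median log2 ratio of 0.50, above all 10000 matched random lists, and 36 of 36 genes were higher in the aged library. A pseudocount of 10 CPM moved this median most, to 0.37. Clspn (ENSMUSG00000042489) was the member with the largest ratio, at 15.2 CPM (12.1 to 19.0) in young and 32.2 CPM (27.3 to 37.8) in aged cells. The G2/M list had a median of 0.40 with 43 of 47 genes higher, also above all matched lists. Mki67 (ENSMUSG00000031004) stood at 81.4 CPM (73.8 to 89.5) in young and 116 CPM (107 to 126) in aged cells. The myogenic differentiation list had a median of −0.45, below all matched lists, with 17 of 25 genes lower. Within that list Myog (ENSMUSG00000026459) was at 1357 CPM (1326 to 1389) in young and 705 CPM (681 to 729) in aged cells. Actc1 (ENSMUSG00000068614) was at 966 CPM (939 to 993) and 437 CPM (418 to 456). The list was not uniform, since Tnnc2 (ENSMUSG00000017300) was at 112 CPM (103 to 122) in young and 239 CPM (226 to 254) in aged cells. Tnnc2, Ckm, Acta1, Myl1 and Tnnt3 of this list were leading genes of cluster 27. That cluster held 9 young and 11 aged cells, with a median of 1156 UMIs. How much of the rise of Tnnc2 rests on it was not tested. The progenitor list had a median of 0.07, at the 84.4th percentile.

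The interferon response list was lower in aged myogenic-like cells, with a median of −0.52 and 16 of 17 genes lower, below all matched lists. No member of that list was at least as high in myogenic-like cells as in every immune class, so RNA of immune cells was not excluded as a source of these UMIs. The fall was not limited to this list. Inflammatory cytokine genes had a median of −0.68 with 9 of 9 genes lower, below all matched lists, and MHC class II genes −0.28 (percentile 0.280) with 4 of 4 lower. The repair-phase list was higher, at 0.21 (percentile 98.3). Xaf1 (ENSMUSG00000040483) fell from 28.9 CPM (24.5 to 33.9) to 13.9 CPM (10.7 to 17.7). The dissociation-induced list had a median of −0.09 (percentile 0.77), which moved inside the middle 95% with doublets kept. The basement membrane list (−0.02, percentile 21.3) and the senescence-associated list (0.13, percentile 96.4) lay inside the middle 95%. The former reversed to 0.11 with doublets kept. The latter reversed under 3 alternatives, to between −0.088 and −0.015. The plot of list medians gives the fixed lists in 3 classes.

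**Figure D2:**
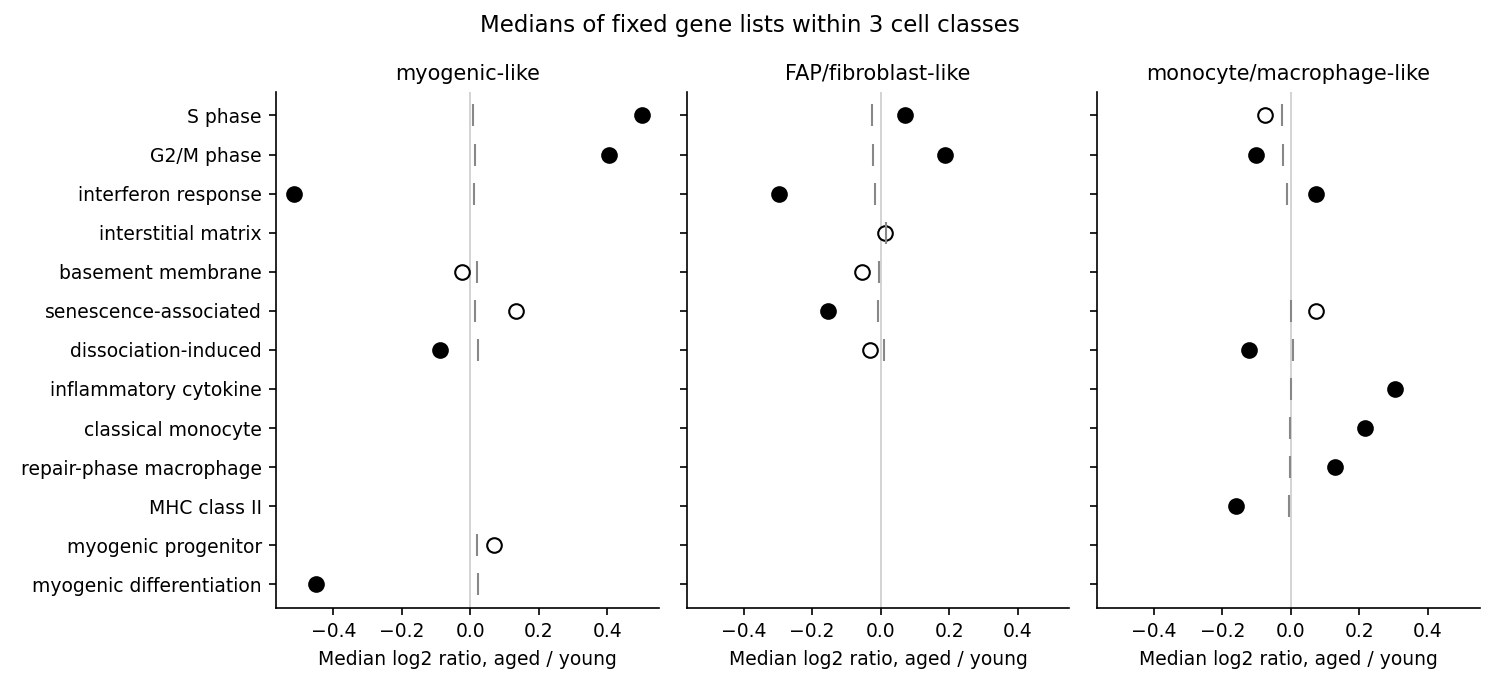
Median log2 ratio of aged over young CPM (x axis) for fixed gene lists (y axis) in myogenic-, FAP/fibroblast- and monocyte/macrophage-like cells, 1 library per group. Circles are list medians, filled where they lay outside the middle 95% of matched random lists, and grey ticks are the medians of matched lists; the S phase median was 0.50 in myogenic-like cells and 0.07 in FAP/fibroblast-like cells.

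The stage of myogenic-like cells was also read from the share of cells with a stage gene at 2000 UMIs, in 304 young and 211 aged cells, after leaving out 10 and 6 shallower cells. Myog was detected in 28.0% of young cells (23.0% to 33.4%) and 18.0% of aged cells (13.1% to 23.9%), a log2 ratio of −0.64 (−1.13 to −0.15). Without thinning the shares were 38.2% and 25.8%. Pax7 (ENSMUSG00000028736) was detected in 16.5% and 17.4%, Myf5 (ENSMUSG00000000435) in 25.5% and 28.9%, and Myod1 (ENSMUSG00000009471) in 20.2% and 17.0%. Their log2 ratios were 0.08 (−0.48 to 0.64), 0.18 (−0.23 to 0.59) and −0.25 (−0.78 to 0.29), so no difference was detectable at this depth. Unthinned shares were 56.1% and 64.5% for Pax7, 58.3% and 70.5% for Myf5, and 44.9% and 44.2% for Myod1. The alternative that moved these ratios most was a single random thinning, the first measure computed, which gave 0.57 for Myf5. In monocyte/macrophage-like cells, which should lack these genes, the thinned shares were at most 0.533%. The median depths before thinning were 15187 and 19683 UMIs in the young and aged myogenic-like cells used, and 9786 and 12152 UMIs in monocyte/macrophage-like cells.

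**Figure D3:**
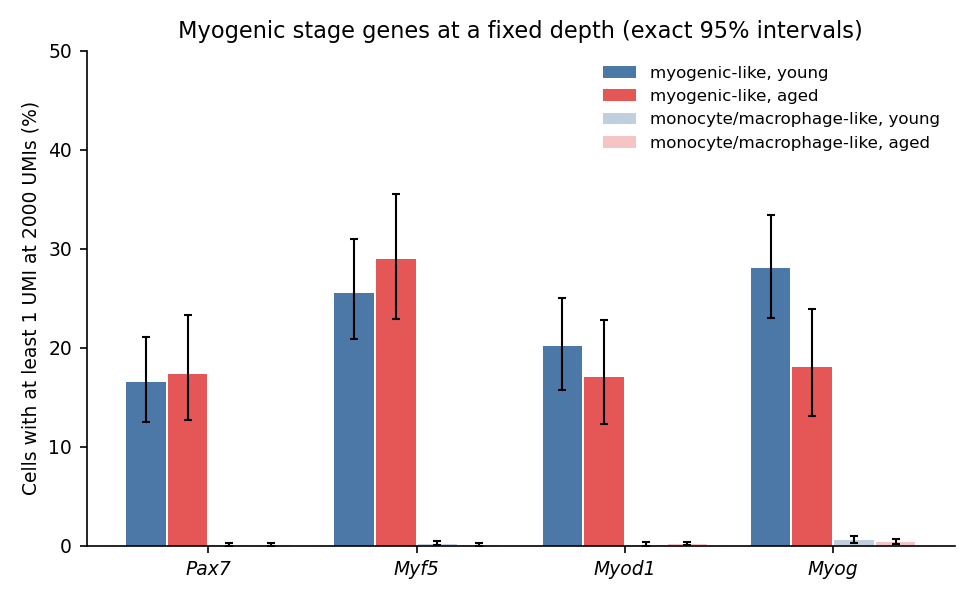
Share of cells with at least 1 UMI of 4 myogenic stage genes after thinning to 2000 UMIs (%, y axis) in myogenic-like cells of the young and aged library, with monocyte/macrophage-like cells as background in paler bars; error bars are exact binomial 95% intervals. The Myog share was 28.0% in young and 18.0% in aged myogenic-like cells, and background shares were at most 0.533%.

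The share of cells with 2 or more G2/M list UMIs at 2000 UMIs did not separate cycling from other cells. It was 68.1% in 11 young and 79.6% in 51 aged neutrophil-like cells, which served as background and had median depths of 3576 and 2632 UMIs. This background class also held mast/basophil markers, so it was not neutrophils alone. The shares in myogenic-like (68.3% young, 69.0% aged), FAP/fibroblast-like (53.0%, 52.1%), monocyte/macrophage-like (54.3%, 50.3%) and dendritic-like cells (69.1%, 65.0%) were read as background, with no order between libraries. T/NK-like cells had 91.3% and 91.6%. Unthinned shares in these 5 classes lay between 94.8% and 98.8%. A mitotic subset of 20 genes, chosen after these values were seen, had background shares of 0.521% and 2.88%. With it, 20.5% of young myogenic-like cells (16.0% to 25.4%) and 23.0% of aged ones (17.7% to 29.5%) were positive, a difference within counting error. The shares were 9.06% and 11.9% in FAP/fibroblast-like cells, and 9.62% and 7.14% in monocyte/macrophage-like cells. Unthinned, the subset gave 48.1% and 60.4% in myogenic-like, 31.5% and 37.8% in FAP/fibroblast-like, and 48.0% and 48.9% in monocyte/macrophage-like cells.

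Most named genes of myogenic-like cells were concentrated in few cells or in a small cluster. Among the largest falls were those of Frmd4b (ENSMUSG00000030064), Csrp3 (ENSMUSG00000030470), Lmod2 (ENSMUSG00000029683) and Pgm5 (ENSMUSG00000041731), with log2 ratios of −1.75, −1.60, −1.40 and −1.29. Frmd4b stood at 23.9 CPM (19.9 to 28.5) in young and 6.40 CPM (4.32 to 9.14) in aged cells, and a pseudocount of 10 CPM moved its ratio most, to −1.05. Between 82.9% and 95.2% of the young UMIs of these genes lay in cluster 19, a Myog-led cluster with 20.7% of young myogenic-like cells. A single cell held 39.2% of those of Csrp3. Cluster 19 held 65 young and 29 aged cells, or 0.82% and 0.48% of kept cells. Within cluster 19, its 10 leading genes, Myog and Actc1 among them, had a median log2 ratio of −0.34. The named genes were not compared within the cluster. For them a smaller share of this cluster and a fall within its cells were therefore not told apart. Higher in the aged library were Tcap (ENSMUSG00000007877), Pvalb (ENSMUSG00000005716), Myoz1 (ENSMUSG00000068697) and Igfbp2 (ENSMUSG00000039323), with log2 ratios of 1.59, 1.29, 1.26 and 1.24. Tcap, Pvalb and Myoz1 were leading genes of cluster 27, whose 11 aged cells held 84.2% to 92.2% of their aged UMIs. A single aged cell held 37.1% of those of Tcap, 44.5% of those of Pvalb and 41.1% of those of Myoz1. Igfbp2 had 83.8% of its aged UMIs in cluster 9, which held 81.6% of aged myogenic-like cells. It was found in only 46 of 217 aged cells, and a single cell held 16.2% of its aged UMIs. With Leiden resolution 2 it led a cluster of 66 young and 60 aged cells.

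In FAP/fibroblast-like cells the interferon response list had a median of −0.30, below all matched lists, with 20 of 23 genes lower in the aged library. MHC class II genes (−0.93, 4 of 4 lower) and inflammatory cytokine genes (−0.16, 10 of 12 lower) fell as well. The G2/M list was higher, with a median of 0.19 and 28 of 33 genes higher, above all matched lists. It moved to 0.60 with each library clustered alone and to 0.076 (percentile 97.6) over genes with at least 50 CPM. The S phase list had a median of 0.07 (percentile 99.2), which dropped inside the middle 95% at 0.017 in the mean of per-cell CPM and reversed to −0.0049 over genes with at least 50 CPM. The senescence-associated list had a median of −0.15 (percentile 0.140) with 9 of 13 genes lower. Interstitial matrix (0.01, percentile 45.7), basement membrane (−0.05, percentile 15.4) and dissociation-induced genes (−0.03, percentile 13.6) lay inside the middle 95%. Each of these last medians reversed under an alternative, to −0.13 for matrix with each library clustered alone, and to 0.086 and 0.040 for basement membrane and dissociation in the mean of per-cell CPM. The matrix value (percentile 2.04) and the basement membrane value (percentile 98.8) lay outside the middle 95%.

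Of the named genes in FAP/fibroblast-like cells, Cxcl10 (ENSMUSG00000034855), also a member of the interferon list, fell from 1026 CPM (1011 to 1041) to 612 CPM (601 to 624). Ly6h (ENSMUSG00000022577), Areg (ENSMUSG00000029378), Hp (ENSMUSG00000031722) and Peg3 (ENSMUSG00000002265) had log2 ratios of −0.92, −0.86, −0.75 and −0.71. Ly6h was a leading gene of cluster 2, and 58.6% of the young Areg UMIs lay in cluster 8. Higher in the aged library were Tnn (ENSMUSG00000026725), Hmcn2 (ENSMUSG00000055632), Tnmd (ENSMUSG00000031250), Bnip3 (ENSMUSG00000078566) and S100a4 (ENSMUSG00000001020), with log2 ratios of 1.44, 1.23, 1.08, 0.93 and 0.91. S100a4 rose from 605 CPM (594 to 617) to 1142 CPM (1127 to 1158). Cluster 8 held 77.3% of aged S100a4 UMIs and 71.7% of aged Bnip3 UMIs. Clustering each library alone moved S100a4 most, to 2.496. Young clusters of 326 and 80 cells then stayed unnamed, and the cause of the move was not tested. In the same setting the fall of Areg shrank to −0.18. Hmcn2 ranged from 0.76 with each library clustered alone to 2.07 in the mean of per-cell CPM. With Leiden resolution 2 it was a leading gene of a cluster of 37 young and 103 aged cells, so its rise may reflect that cluster's share. Tnmd is also a tenocyte marker.

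In monocyte/macrophage-like cells the inflammatory cytokine list had a median of 0.30, above all matched lists, with 13 of 15 genes higher in the aged library. Cxcl3 (ENSMUSG00000029379) rose from 12.5 CPM (11.1 to 14.1) to 33.4 CPM (31.4 to 35.5), and Il1b (ENSMUSG00000027398) was lower, with a log2 ratio of −0.21. With Leiden resolution 2, a cluster of this class led by Il10, Ccl4, Il1a, Cxcl2 and Tnf held 134 young and 239 aged cells. No list was read within a cluster of this class. A change in its mix of clusters was therefore not told apart from a change within its cells. The classical monocyte list had a median of 0.22 above all matched lists, but only 6 of 11 genes were higher. Ly6c2 and Ccr2 were lower (−0.25 and −0.21), and the median reversed to −0.024 over genes with at least 50 CPM. The repair-phase list had a median of 0.13 (percentile 99.95), with 11 of 16 genes higher. MHC class II genes had a median of −0.16 (percentile 0.0200), with 7 of 7 genes lower. Clustering each library alone moved this median most, to −0.55. In that setting an aged cluster of 303 cells with Cd74 and H2-Ab1 among its leading genes was called dendritic-like, and the cause of the move was not tested. The interferon response list had a median of 0.07 (percentile 99.9), with 16 of 25 genes higher. The G2/M list had a median of −0.10 (percentile 0.980), with 21 of 23 genes lower. The S phase list, at −0.08 (percentile 10.8), fell below the middle 95% under 4 alternatives, at −0.15 to −0.095. Senescence-associated genes (0.07, percentile 89.8) lay inside the middle 95%, and reversed to −0.014 with each library clustered alone and to −0.0049 with no filter on low genes. The dissociation-induced list had a median of −0.12, below all matched lists, which moved inside the middle 95% at −0.047 with doublets kept.

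Named genes higher in aged monocyte/macrophage-like cells, besides Cxcl3 at 1.35, were Pf4 (ENSMUSG00000029373), Ccl8 (ENSMUSG00000009185), Mmp12 (ENSMUSG00000049723) and Pdpn (ENSMUSG00000028583). Their log2 ratios were 0.69, 0.69, 0.67 and 0.64. Pf4 was a class marker and, like Ccl8, a leading gene of clusters in this class. Cluster 5, with 379 young and 667 aged cells, held 48.9% of aged Cxcl3, 47.5% of aged Pf4 and 48.7% of aged Pdpn UMIs. Mmp12 moved to 0.22 with doublets kept. Lower were Ptger4 (ENSMUSG00000039942), Ighm (ENSMUSG00000076617), Rnase6 (ENSMUSG00000021880), Rgs2 (ENSMUSG00000026360) and Btg2 (ENSMUSG00000020423), with log2 ratios of −0.52, −0.49, −0.47, −0.46 and −0.44. Ighm is also a B/plasma marker, and no cluster took that class. The rule on the highest CPM over named classes thus did not compare Ighm with B cells. With Leiden resolution 2, a B/plasma-like cluster held 36 young and 16 aged cells, so free RNA of B cells was not excluded for Ighm.

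In T/NK-like cells, Hspa1a (ENSMUSG00000091971) fell from 244 CPM (236 to 252) to 93.6 CPM (86.8 to 101), and it was lower in all 5 compared classes. Hspa1b (ENSMUSG00000090877) had a log2 ratio of −1.11, with 37.5% of young UMIs in cluster 24, which it led. Higher were Il13 (ENSMUSG00000020383) at 1.02, with its 162 aged UMIs in 9 cells, and Nrgn (ENSMUSG00000053310) at 0.56. The G2/M and interferon lists had medians of −0.14 and −0.12, both below the middle 95%. Larger falls included those of interstitial matrix (−0.36), inflammatory cytokine (−0.31) and MHC class II genes (−0.25), each below all matched lists. In dendritic-like cells, Ly6d (ENSMUSG00000034634) and Pacsin1 (ENSMUSG00000040276) had log2 ratios of −1.96 and −1.40, and both led cluster 16, a cluster of 100 young and 43 aged cells. Mgl2 (ENSMUSG00000040950) at 1.62 was a class marker with 97.3% of its aged UMIs in cluster 6, and Dnah2 (ENSMUSG00000005237) was at 0.98. The interferon and MHC class II lists were higher in aged dendritic-like cells, with medians of 0.20 and 0.13, both above the middle 95%. Repair-phase (0.14) and inflammatory cytokine genes (0.09) were higher there too, above the middle 95%. Interstitial matrix (−0.41), classical monocyte (−0.38) and dissociation-induced genes (−0.27) were lower in that class, each below all matched lists.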

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

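Of the tests below, the G2/M median over all classes and the counts of other Y-linked genes were chosen only after the result was seen.

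The G2/M list moved in opposite directions between classes. Its median log2 ratio was 0.40 in myogenic-like and 0.19 in FAP/fibroblast-like cells, and −0.10 in monocyte/macrophage-like cells. With 1 library per group, the differences between classes were not tested. A shift of these genes in the whole aged library was argued against by the T/NK-like cells, where the G2/M median was −0.14. Fewer differentiating cells in the aged myogenic-like class, as the whole cause of its S phase and G2/M rise, were argued against within cluster 9, which was led by Pax7 and Myf5. There the S phase median was 0.46 and the G2/M median 0.30, both above all matched lists. Age, differences between the pooled mice and differences in the time course of repair stayed open and were not tested. A larger cycling fraction of aged myogenic-like cells may contribute, but the mitotic subset gave a log2 ratio of only 0.17 for the share of positive cells, within counting error.

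The interferon response list also moved in opposite directions, with medians of −0.52 in myogenic-like, −0.30 in FAP/fibroblast-like and 0.073 in monocyte/macrophage-like cells. These differences between classes were not tested either. For FAP/fibroblast-like cells, 3 technical explanations were examined. Less free RNA from immune cells was argued against by the 6 members at least as high in this class as in every immune class, whose median was −0.52. T/NK-like cells caught in the same droplets were argued against by the 613 young and 581 aged cells without a T/NK transcript, where the median was −0.34. A change in the share of cluster 2 among fibroblast clusters was argued against by cluster 2 alone, with −0.31. A change of the mix within cluster 2 was not tested. With Leiden resolution 2, a FAP/fibroblast-like cluster with Cxcl9 among its leading genes held 292 young and 191 aged cells. Another, with Pi16 and Hmcn2 among its leading genes, held 37 young and 103 aged cells. A candidate explanation is less interferon gamma from fewer T/NK cells. Interferon-gamma-induced genes had a median of −0.51 and type I interferon-induced genes −0.24, as that hypothesis predicted. Ifng in T/NK-like cells was at 211 CPM in the young and 132 CPM in the aged library. Ifng led cluster 24, with 55 young and 9 aged cells, and how much of its fall rests on that cluster was not tested. The interferon response list was lower in T/NK-like cells (−0.12) but higher in dendritic-like cells (0.20). MHC class II genes were also higher in dendritic-like cells (0.13), but lower in FAP/fibroblast- (−0.93), myogenic- (−0.28), T/NK- (−0.25) and monocyte/macrophage-like cells (−0.16). Both lists of induced genes fell, 5 of the 19 interferon-gamma-induced and 15 of the 21 type I interferon-induced genes are also in the fixed lists, and the hypothesis was formed on the same data, so this test does not settle it.

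For myogenic-like cells the interferon fall was less resolved. Cells without a T/NK transcript (205 young, 149 aged) had a median of −0.50, which argues against T/NK cells in the same droplets. Free RNA from immune cells and a change within the cells cannot be told apart, because 0 members of the list were as high in this class as in every immune class. The fall was not limited to interferon genes, as inflammatory cytokine genes had a median of −0.68 and MHC class II genes −0.28. Interferon-gamma-induced genes (−0.39) and type I interferon-induced genes (−0.43) fell by similar amounts, so this test did not decide on less interferon gamma. In the mean of per-cell CPM the fall was −0.16. Age itself stayed open and was not tested.

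The Y-linked gene Kdm5d had 17 UMIs in the young and 14 UMIs in the aged library, above the 3 counts that a count of 0 allows, although the mice were female. Male cells in the pools were argued against by Ddx3y, Uty and Eif2s3y, of which the highest count was 2 UMIs. Reads from a related X-linked gene were not tested, and no biological explanation was tested.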

How the results depend on the processing

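The mitotic subset, and the expected share in place of the single random thinning computed first, were tests chosen only after the result was seen; the other alternatives were fixed before the data were examined. No paired analysis was possible because each group held 1 library, whose replicate number was only a name.

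Of 45 values for the 5 class shares under alternatives, 42 stayed within the counting interval. The 3 others came from clustering each library alone, with log2 ratios of 0.65 for FAP/fibroblast-like, 0.40 for dendritic-like and 0.37 for monocyte/macrophage-like cells. For FAP/fibroblast-like cells, young clusters of 326 and 80 cells then stayed unnamed because their leading genes held more markers of other classes. For the other classes the cause was not tested.

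Of 216 values for 24 list medians, 195 kept their direction and side of the middle 95%, and 13 lists did so under all alternatives run. Among these were S phase (0.37 to 0.56), G2/M (0.18 to 0.45), interferon (−0.59 to −0.16) and differentiation (−0.49 to −0.14) in myogenic-like cells, and interferon (−0.53 to −0.25) and G2/M (0.076 to 0.60) in FAP/fibroblast-like cells. The lowest G2/M value there, over genes with at least 50 CPM, was close to the limit (percentile 97.6), and the highest came from clustering each library alone. In the mean of per-cell CPM, medians in FAP/fibroblast-like cells were 0.017 for S phase, inside the middle 95%, and reversed to 0.086 for basement membrane, above the middle 95%, and to 0.040 for dissociation, inside it. In the same setting senescence in myogenic-like cells reversed to −0.015, and S phase in monocyte/macrophage-like cells left the middle 95% at −0.11. With each library clustered alone, matrix in FAP/fibroblast-like cells reversed to −0.13, and it left the middle 95% together with basement membrane (−0.39) and dissociation (−0.32). In monocyte/macrophage-like cells S phase left it at −0.12 and senescence reversed to −0.014. Over genes with at least 50 CPM, S phase in FAP/fibroblast-like cells reversed to −0.0049, basement membrane there left the middle 95% at −0.12, classical monocyte genes reversed to −0.024 and senescence in myogenic-like cells to −0.088. With no filter on low genes, senescence reversed to −0.0049 in monocyte/macrophage-like and −0.015 in myogenic-like cells, and S phase in monocyte/macrophage-like cells left the middle 95% at −0.095. With doublets kept, basement membrane in myogenic-like cells reversed to 0.11, S phase in monocyte/macrophage-like cells left the middle 95% at −0.15, and dissociation moved inside it in monocyte/macrophage-like (−0.047) and myogenic-like cells (−0.012). The cause was not tested, apart from the smaller number of genes at 50 CPM.

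Of 64 values for thinned shares, 56 stayed within counting error. The cycling share in monocyte/macrophage-like cells reversed to 0.0030 without thinning, where nearly all cells were positive. A threshold of 4 UMIs gave log2 ratios of 0.12 in FAP/fibroblast-like, −0.22 in dendritic-like and −0.24 in monocyte/macrophage-like cells. The mitotic subset gave 0.40, −0.22 and −0.43 in the same classes, and −0.13 in T/NK-like cells. The cause was not tested. For Myf5, a single random thinning gave 0.57 against 0.18 for the expected share. The interval of the draw (0.16 to 0.98) left out 0, that of the expected share (−0.23 to 0.59) did not, and the expected share replaced the draw only after its values had been seen.

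Of 252 values for 36 named genes, 223 stayed within counting error and 29 moved without a change of direction. The rule for naming required the same direction under median-of-ratios scaling and in the mean of per-cell CPM, and a pseudocount cannot change a direction. Only the other alternatives were therefore able to reverse a gene, and 0 values did. With each library clustered alone the fall of Areg in FAP/fibroblast-like cells shrank from −0.86 to −0.18, and Hmcn2 there ranged from 0.76 to 2.07. In the same setting and class the falls of Ly6h, Cxcl10, Hp and Peg3 grew to −1.47, −1.29, −1.24 and −1.17. The rises of S100a4, Tnmd and Bnip3 grew to 2.496, 1.86 and 1.82, whereas Tnn stayed within counting error at 1.61. Igfbp2 in myogenic-like cells moved from 1.24 to 0.73 in the mean of per-cell CPM. The cause was not tested. The number of cells limits the stage genes, since 304 young and 211 aged cells gave a log2 interval of −0.48 to 0.64 for Pax7.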

Other observations

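Of the tests below, those on T/NK cells per FAP/fibroblast cell, on neutrophils, on UMIs per cell and on Hspa1a were chosen only after the result was seen; the tests on shallow cells and free RNA were written before, but the count with unnamed cells and the comparison with all kept cells were added after.

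The lower share of T/NK-like cells in the aged library was set against 3 technical explanations. A higher monocyte/macrophage share alone was argued against by the number of T/NK-like cells per FAP/fibroblast-like cell, which was 2.95 in the young and 1.62 in the aged library, a log2 ratio of −0.87 (−1.03 to −0.71). Loss of shallow cells in cell calling was argued against only for the named T/NK-like cells. Their 5th percentile of depth was 1936 UMIs in the young and 2436 UMIs in the aged library, against a lowest total of 500 UMIs per barcode. Of T/NK-like cells, 0.985% of young and 0.877% of aged ones were under 1000 UMIs, but the naming left shallow clusters unnamed. With the 117 young and 162 aged unnamed cells under 1000 UMIs all counted as T/NK cells, the percentages were 4.53% and 11.4%. Unnamed cells of any depth made up 3.86% of young and 6.22% of aged kept cells. Counting them as T/NK cells would not close the gap between 39.9% and 22.8%. Cells under 500 UMIs were not seen, so their loss cannot be told apart from a difference in the tissue. More blood in the young sample cannot be told apart from a difference in the tissue. Neutrophil-like cells were rarer in the young library, with a log2 ratio of aged over young share of 2.001 (1.29 to 2.71), but their share also depends on injury and handling. Their cluster also held mast/basophil markers. With Leiden resolution 2, the neutrophil-like cluster held 10 young and 55 aged cells. Age stayed open and was not tested.

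The aged library held more UMIs per cell. The lower share of T/NK cells, which are shallow, was argued against as the whole cause, since the median was higher within each compared class, by a ratio of 1.22 to 1.30. The same sequencing effort over fewer cells is a candidate explanation. The ratio of total UMIs was 1.02, and the young library held 1.28 times as many barcodes, close to the ratios within classes. UMIs per barcode are total UMIs divided by barcodes, so these ratios restate the higher depth and do not test this explanation. Sequencing effort itself was not measured.

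Transcripts of other classes were lower in several aged classes. Matrix transcripts had a median log2 ratio of −0.37 in T/NK-like and −0.31 in dendritic-like cells, and −0.07 in monocyte/macrophage-like cells (10.6th percentile). The fixed interstitial matrix list had a median of −0.22 in monocyte/macrophage-like cells, below all matched lists with 7 of 10 genes lower, and of −0.09 in myogenic-like cells (below the middle 95%). Less free RNA relative to cell RNA in the aged library cannot be told apart from other explanations. T/NK transcripts fell by 1.34 in aged FAP/fibroblast-like cells, fell by 3.07 in myogenic-like cells and fell by 0.74 in monocyte/macrophage-like cells. Their direction follows from the lower T/NK share (−0.81), since over all kept cells the transcripts read in FAP/fibroblast-like and in myogenic-like cells had a median of −0.97, and those read in monocyte/macrophage-like cells −0.93. The falls in FAP/fibroblast-like and myogenic-like cells were larger than that and the fall in monocyte/macrophage-like cells was smaller, so the test did not decide. Of 14 listed T/NK transcripts 5 reached 10 CPM in FAP/fibroblast-like cells, and none is a marker of another class. The most abundant, Ccl5, was at 88.0 CPM in young and 46.9 CPM in aged FAP/fibroblast-like cells. Undetected pairs of cells in a droplet would give the same pattern and stay open. No biological explanation was tested.

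Hspa1a was lower in the aged library in 5 of 5 compared classes, with log2 ratios from −1.37 to −0.30. The median of the dissociation-induced list was below 0 in each of them, from −0.27 to −0.03. A difference in handling between the libraries is consistent with the 5 of 5 count, and an effect of age on the stress response stays open and was not tested.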
